A study of Mus musculus with 6 samples. Its data were reported in "Comparative functional genomics identifies unique molecular features of EPSCs" (2022).

How the data were processed

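Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open DNA and inserts sequencing adapters, so that sequenced fragments pile up where chromatin is accessible. The 6 libraries came from 3 cell states of mouse cells, with 2 technical replicates each. The states were J1 embryonic stem cells (ESCs) and the EPSCs made from them under culture conditions described by the Deng group (D-EPSCs) or the Liu group (L-EPSCs). D-EPSC medium held LIF, a GSK3 inhibitor, dimethindene maleate and minocycline, and L-EPSC medium held LIF with a set of kinase and tankyrase inhibitors.

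The authors aligned paired reads to the mouse genome mm9 with bowtie2, kept properly paired reads of sufficient mapping quality with samtools, and called peaks with MACS at its default settings. Their methods do not state how the replicates of a state were combined, nor whether duplicates were removed, cut positions were shifted for the transposase, or blacklisted regions were filtered. A missing shift would move peak edges by a few bases, while duplicates and depth would change how many weak peaks pass the caller's threshold. The deposited values are the start and end of each peak. Each of the 3 deposited lists has 4 columns, which are the chromosome, the start, the end and a running peak name, and it has no score, height, fold enrichment or p-value. All peaks of a state are in a single list, so a peak has no value per replicate, and the sequencing depth behind a list is unknown here. No test across replicates could be made. Intervals of an unweighted share are 95% Wilson intervals and those of a median are order-statistic intervals, and both cover counting error only. Those of ratios, weighted shares and Jaccard indices are of other kinds. The motif ratio intervals are adjusted for 15 comparisons, and 1 set of Jaccard intervals uses the spread between 1 Mb bins. No interval covers variation between replicates.

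Coordinates are on mm9, and sequence and genes came from NCBIM37, the same assembly, with the GENCODE M1 annotation. Every peak end lay within the chromosome lengths of that assembly. The sequence held here has no soft-masking, so repeats, including LTRs, were not analysed here. Peaks on chromosomes 1 to 19, X and Y were used. A peak was overlapped when at least 1 bp was shared with a peak of the other list. Regions were made by merging overlapping peaks of the 3 lists, and each region was assigned to 1 of 7 classes by the lists with a peak in it. The Jaccard index is the number of bases covered by both lists divided by the number covered by either. Random placement used 100 circular shifts of the first list within each chromosome. A peak was TSS-proximal when its midpoint lay within 1 kb of the start of a protein-coding transcript. CpG observed/expected is the number of CpG dinucleotides divided by the number that the C and G content gives. A planned comparison of peak scores was replaced by peak width, because the lists hold no scores, and settings meant for the highest-scoring peaks used the widest peaks for the same reason.

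The genes named were fixed before the data were examined as 25 genes that the study discusses. They are given by whether a peak of a list overlaps the window of 1000 bp on either side of an annotated start. All 25 were in the annotation, Tfap2c under its older symbol Tcfap2c. The peaks named were fixed by rule as the 3 widest found in a single list, for each list, and the 3 widest regions with a peak in both EPSC lists and none in ESCs. One of these peaks is not reported here.

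Expected peaks per chromosome came from a Poisson model of peaks per 1 Mb bin on GC content and the number of coding start sites, fitted for each chromosome on the autosomes without it. Motifs were searched as consensus sequences without mismatch, on both strands, in 400 bp around each midpoint, with the reversed and not complemented consensus as the control. Those consensus sequences are simplifications of the matrices used by motif tools. The share of TSS-proximal peaks was also weighted to the GC content of the first set of a pair, in steps of 5%. The alternatives tried were a reciprocal overlap of 50%, a distance of 500 bp, the widest 50% of each list, the widest or randomly drawn 28965 peaks of each list (the size of the smallest list), all sequence names, peaks set to 400 bp, merging of neighbours, merging of regions only with 100 bp of overlap, placement within 1 Mb, a TSS distance of 2.5 kb and bases covered in place of peak counts. A minimum width common to the 3 lists, and random draws for TSS-proximal share and sequence composition, were chosen after the data had been seen.

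Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0. They were tested on simulated data. All 5 overlap and merging steps gave the counts of bedtools 2.31.1 on lists of about 19938 peaks. Unrelated lists of 19939 peaks gave a fold of 1.01 over random placement. The chromosome model returned an excess of 1.298 where 1.3 had been planted over 2565 bins, and 500 of 500 planted motifs were found.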

Results

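Accessible regions were mapped in mouse ESCs, D-EPSCs and L-EPSCs by ATAC-seq, with 2 technical replicates per state combined by the authors into a single peak list. With no replicate values, the differences below describe these 3 lists and carry no replicate test. On chromosomes 1 to 19, X and Y the ESC list held 28965 peaks, the D-EPSC list 50225 and the L-EPSC list 46601. The D-EPSC list was 1.73 times and the L-EPSC list 1.61 times as long as the ESC list. Peaks covered 12.6 Mb in ESCs, 23.4 Mb in D-EPSCs and 21.0 Mb in L-EPSCs, which is 0.474%, 0.880% and 0.793% of those chromosomes. The median peak width was similar, at 369 bp in ESCs, 364 bp in D-EPSCs and 358 bp in L-EPSCs. No list had a peak on chromosome Y.

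To ask how much open chromatin the cell states had in common, peaks were intersected pair by pair. D-EPSC peaks overlapped 81.4% of ESC peaks (95% interval 80.9 to 81.8), and L-EPSC peaks overlapped 82.7% (82.2 to 83.1). In the opposite direction, ESC peaks overlapped 46.4% of D-EPSC peaks (45.9 to 46.8) and 50.9% of L-EPSC peaks (50.5 to 51.4). Between the EPSC lists, 73.6% of L-EPSC peaks (73.2 to 74.0) and 67.8% of D-EPSC peaks (67.4 to 68.2) were overlapped. The directed shares depend on list length, and with the widest 28965 peaks of each list the share of ESC peaks overlapped by D-EPSCs was 64.3%. The Jaccard index was 0.352 for ESCs and D-EPSCs, 0.389 for ESCs and L-EPSCs and 0.489 for L-EPSCs and D-EPSCs. This order of the pairs was the same with the widest 28965 peaks, where the indices were 0.366, 0.404 and 0.490. With every peak set to 400 bp the index of L-EPSCs and D-EPSCs was 0.381, the value that moved most.

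Overlap was far above that of random placement. Shifting the first list of each pair gave mean shares of 1.82%, 1.66% and 1.87% for the pairs ESC and D-EPSC, ESC and L-EPSC, and L-EPSC and D-EPSC. The observed shares were 44.7, 49.8 and 39.5 times as high, and 0 of 100 shifts reached them in any pair. Placement within 1 Mb of the original position, which keeps the local density of peaks, lowered the folds to 27.5, 30.9 and 23.5.

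The study compared sites open in a state and closed in another. Counted here by the presence of a peak, 5388 ESC peaks had no D-EPSC peak and 26945 D-EPSC peaks had no ESC peak, a ratio of 5.00 (95% interval 4.86 to 5.15). Similarly, 5015 ESC peaks had no L-EPSC peak and 22860 L-EPSC peaks had no ESC peak, a ratio of 4.56 (4.42 to 4.70). Of the EPSC lists, 12299 L-EPSC peaks had no D-EPSC peak and 16181 D-EPSC peaks had no L-EPSC peak, a ratio of 1.32 (1.29 to 1.35). These counts follow the length of the lists. With the widest 28965 peaks of each list the ratios were 1.03, 1.03 and 1.01, and lists of equal length leave little room for any other ratio.

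Merging the 3 lists gave 65518 regions. Peaks of all 3 lists were in 21752 regions (33.2%), and 12030 regions (18.4%) had peaks in both EPSC lists only. A peak in D-EPSCs only marked 14633 regions (22.3%), in L-EPSCs only 10327 (15.8%) and in ESCs only 3354 (5.12%). ESCs shared 1507 regions with D-EPSCs only and 1915 with L-EPSCs only. Of the regions with an ESC peak, 88.2% also had a peak in an EPSC list. Regions in both EPSC lists only were 3.59 times as many as regions in ESCs only. That order was reversed with the widest 28965 peaks of each list, where the ratio was 0.558. This cut removes only EPSC peaks, which by construction removes regions of EPSCs.

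**Figure D1:**
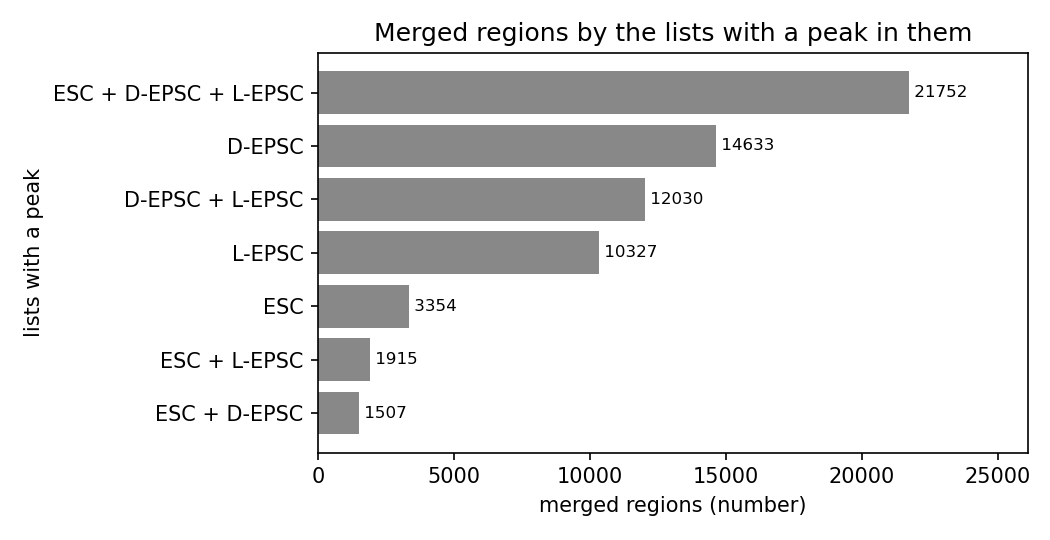
Number of merged regions (x axis) by the lists with a peak in them (y axis), each bar standing for 1 of the 7 classes. Regions in all 3 lists were the most frequent class, with 21752, and regions in ESCs and D-EPSCs only the least frequent, with 1507.

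Peaks found in a single list were narrower than shared ones. In ESCs the median width was 232 bp for peaks in no other list and 418 bp for peaks overlapped in both other lists. The medians were 221 and 574 bp in D-EPSCs and 210 and 553 bp in L-EPSCs. Requiring a reciprocal overlap of 50% raised the median of D-EPSC peaks in no other list to 247 bp. The narrowest peaks of each list gathered at 2 exact widths.

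**Figure D2:**
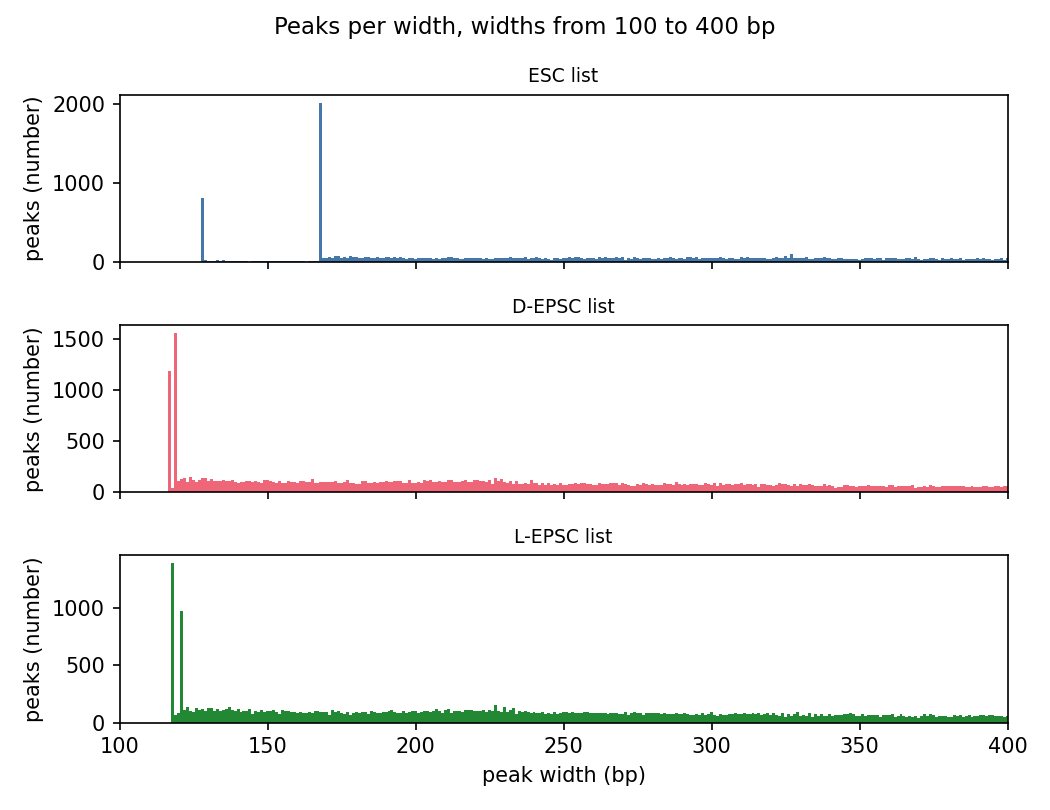
Number of peaks (y axis) at each width in bp (x axis, 100 to 400 bp), with a panel per list. Each list has 2 spikes, at 128 and 168 bp in ESCs, 117 and 119 bp in D-EPSCs and 118 and 121 bp in L-EPSCs.

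To examine how peaks of each kind were placed relative to genes, the share within 1 kb of a coding transcription start was computed. It was 39.3% (38.8 to 39.9) for all ESC peaks, 30.1% (29.7 to 30.5) for D-EPSC peaks and 30.8% (30.4 to 31.2) for L-EPSC peaks. Of the ESC peaks without a D-EPSC peak, 6.03% (5.43 to 6.70) were TSS-proximal, against 15.5% (15.1 to 15.9) of D-EPSC peaks without an ESC peak. For ESCs and L-EPSCs the shares were 8.63% (7.89 to 9.44) and 15.3% (14.9 to 15.8). L-EPSC peaks without a D-EPSC peak were TSS-proximal in 6.76% (6.33 to 7.21) and the converse set in 10.7% (10.2 to 11.1). Weighted to the GC content of the first set of each pair, the shares of the second sets fell to 7.60% (7.29 to 7.92), 9.80% (9.46 to 10.1) and 7.56% (7.18 to 7.93), and the last interval overlapped that of the L-EPSC peaks. In regions of all 3 lists the share was 49.3%. With the widest 28965 peaks of each list, 24.0% of D-EPSC peaks without an ESC peak were TSS-proximal, and 7.96% of the converse set. With 28965 random peaks of each list the shares were 15.9% and 32.6%. Either cut shortens only the D-EPSC list of this pair. The random draw by construction leaves shared ESC peaks, 47.0% of them TSS-proximal, without their partner, so its opposite order is no evidence against that as deposited. Of 22380 protein-coding genes, 52.3% had an ESC peak at a start, 64.1% a D-EPSC peak and 61.5% an L-EPSC peak.

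**Figure D3:**
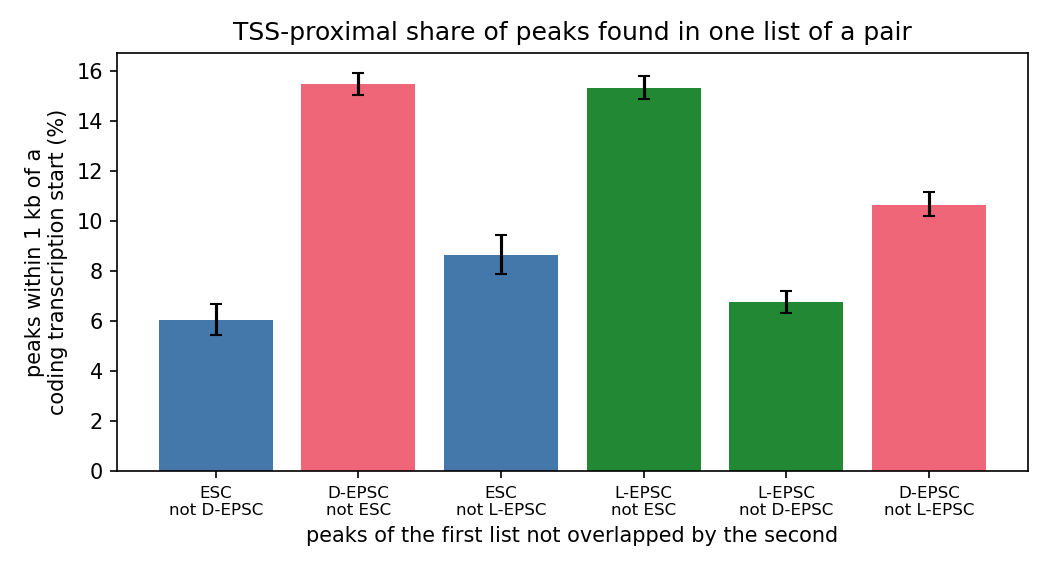
Share of peaks within 1 kb of a coding transcription start (y axis, percent) for the peaks of the first list that the second list of a pair did not overlap (x axis), with bars for shares and error bars for 95% Wilson intervals. Both EPSC lists lay above ESCs, at 15.5% against 6.03% and at 15.3% against 8.63%.

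Base composition followed the same order. The median GC content was 49.3% in ESC peaks without a D-EPSC peak and 53.8% in D-EPSC peaks without an ESC peak. It was 50.4% and 52.8% for the pair of ESCs and L-EPSCs, and 50.8% in L-EPSC peaks without a D-EPSC peak against 53.1% in the converse set. Setting every peak to 400 bp gave 52.5% for the D-EPSC peaks without an ESC peak. With 28965 random peaks the ESC peaks without an L-EPSC peak were the higher of that pair, at 53.9% against 52.8%. Such a draw by construction leaves shared ESC peaks, with a median of 57.1%, without their partner. Regions of all 3 lists had a median GC content of 57.1% and a median CpG observed/expected of 0.532, against 49.3% and 0.187 in regions of ESCs only and 54.1% and 0.307 in regions of both EPSC lists only.

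Differences in peak number were spread over the autosomes. The log2 ratio of a chromosome's share of peaks lay between −0.13 and 0.09 over the 19 autosomes for D-EPSCs against ESCs, and between −0.08 and 0.14 for L-EPSCs against ESCs. Chromosome X held 1.89% of ESC peaks (1.74 to 2.05), 1.74% of D-EPSC peaks (1.63 to 1.85) and 1.51% of L-EPSC peaks (1.40 to 1.62). Chromosome 8 held 7.40%, 7.38% and 7.58% of the peaks of the 3 lists.

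**Figure D4:**
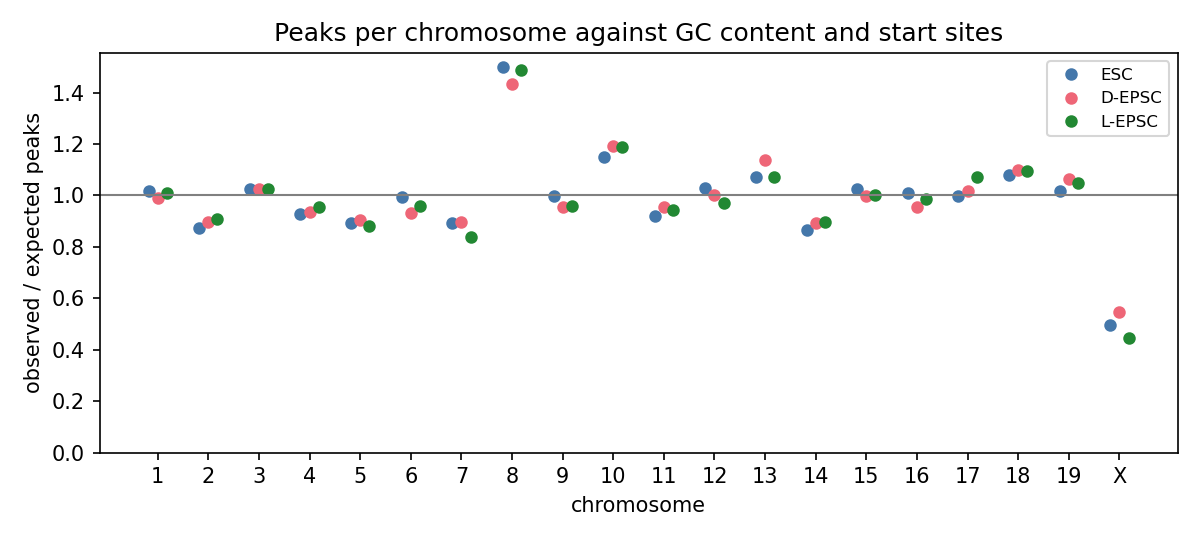
Observed peaks divided by those that GC content and coding start sites give (y axis) for each chromosome (x axis), with a point per list and a line at 1. Chromosome 8 stood highest in each list, at 1.501 in ESCs, 1.43 in D-EPSCs and 1.49 in L-EPSCs, and chromosome X lowest, at 0.496, 0.547 and 0.447. Expected numbers were fitted on autosomes and take no account of copy number, so a low ratio on chromosome X does not by itself show closed chromatin.

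Of the 25 genes fixed beforehand, 19 had a peak at a start in all 3 lists, among them Pou5f1, Sox2, Esrrb, Nr5a2, Zfp281 and Tfap2c. Presence says nothing of width. The ESC peaks at Tfap2c, of 128 bp, and at Dnmt3l, of 168 bp, had exactly the widths of the 2 spikes of that list. At Nanog (chromosome 6, 122657507 to 122664651) both EPSC lists had a peak at a start, with 435 bp in D-EPSCs and 238 bp in L-EPSCs, and the nearest ESC peak was 4259 bp away. At Rara (chromosome 11, 98789132 to 98836256) both EPSC lists had 4 peaks, and the nearest ESC peak lay 2467 bp from a start, within the wider distance of 2.5 kb. At Rxrg (chromosome 1, 169528515 to 169569754) only the EPSC lists had a peak. Fgf10 had a peak in ESCs and D-EPSCs, Fgf3 in ESCs and L-EPSCs, and Zscan4c in no list. The absence of a peak is not evidence of closed chromatin, since it also depends on depth, which is unknown. It depends too on whether reads could be placed, as the authors kept only reads of sufficient mapping quality.

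Among peaks found in ESCs only, one of 1348 bp lay between genes at 10664956 to 10666303 on chromosome 8. The widest in D-EPSCs only was 1848 bp long, at 4212939 to 4214786 on chromosome 8, with its midpoint in an exon of BC068157. The second, at 102785099 to 102786878 on chromosome 15, had its midpoint in an intron of Hoxc11, 1131 bp from a start. The widest in L-EPSCs only was 1802 bp long and intergenic, at 111224082 to 111225883 on chromosome 1. Of the remaining peaks named by the rule, those given here were between 1310 and 1646 bp wide. The widest region in both EPSC lists only spanned 3040 bp of intergenic sequence at 146020912 to 146023951 on chromosome 4. The next spanned 2850 bp at 39648576 to 39651425 on chromosome 18, in an intron of Nr3c1 and 327 bp from a start, and the third 2544 bp at 19569373 to 19571916 on chromosome 10, in an exon of Slc35d3.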

Values the study reported

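The study tested read counts over peaks for differential accessibility and reported 1,753 sites open in ESCs and closed in D-EPSCs, and 9,113 in the opposite direction. For ESCs and L-EPSCs it reported 525 sites open in ESCs and closed in L-EPSCs, and 2,670 in the opposite direction. For the EPSC states it reported 798 sites open in L-EPSCs and closed in D-EPSCs, and 1,193 in the opposite direction.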

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

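Peaks on the mitochondrial genome were outside the comparisons of the report. Each of the 3 lists had 2 of them, which covered 71.7% of the mitochondrial sequence in ESCs, 71.4% in D-EPSCs and 71.5% in L-EPSCs. Mitochondrial DNA carries no nucleosomes and is present in many copies, so transposase fragments from it are a known part of ATAC-seq libraries. Their presence shows that mitochondrial reads had not been removed before peaks were called. The lists give no read numbers, so the share of reads lost to mitochondria in each state was not measured, no explanation was tested, and no biological explanation was tested. Keeping these peaks changed no overlap count by more than the 2 peaks themselves.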

How the results depend on the processing

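No paired analysis was possible because each cell state has a single list, with no values per replicate and no test, and for the same reason no replicate could be left out. Alternatives were fixed before the data were examined, except the common minimum width and the random draws for TSS-proximal share and sequence composition. Of 217 values recomputed for the main comparisons, 81 stayed within their interval (or, for counts, within 1.5 times), 134 moved and 2 reversed. The intervals of the Jaccard indices count every base as independent and are too narrow, so all 9 of their recomputed values counted as moved. Of 163 recomputed values of other results, 141 stayed and 22 moved. Where no cause is given, the cause was not tested.

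Both values labelled as reversed concerned the ratio of regions in both EPSC lists only to regions in ESCs only, 3.59 as deposited. It was 0.558 with the widest 28965 peaks and 0.516 with 28965 random peaks of each list, as removing EPSC peaks by construction removes regions of EPSCs. It moved to 2.79 with merging at 100 bp of overlap, 3.90 within 500 bp, 3.31 with the widest 50% and 2.38 with the common minimum width. The order of the Jaccard indices held under every alternative run for them. The higher TSS-proximal share and GC content of the second set of each pair held under the alternatives fixed beforehand. Under random draws the order of the shares did not hold, nor that of GC content for ESCs and L-EPSCs.

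The values that follow are in the order ESC by D-EPSC, D-EPSC by ESC, ESC by L-EPSC, L-EPSC by ESC, L-EPSC by D-EPSC and D-EPSC by L-EPSC. With a reciprocal overlap of 50% the shares were 55.8, 32.2, 58.8, 36.6, 56.1 and 52.0%. Within 500 bp they were 82.4, 47.1, 83.8, 51.9, 74.8 and 68.9%. With the widest 28965 peaks they were 64.3, 63.1, 67.9, 67.0, 70.8 and 70.5%. The widest 50% of each list gave 79.3, 45.6, 80.4 and 49.9% for the first 4. Random draws of 28965 peaks gave 46.8% for ESC by D-EPSC, 51.3% for ESC by L-EPSC, and 42.5 and 42.3% for the EPSC lists. The common minimum width gave 78.6, 50.7, 79.9 and 55.5% for the first 4 and 68.6% for D-EPSC by L-EPSC.

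Numbers of peaks without a counterpart moved by more than 1.5 times as follows. The reciprocal overlap gave 12800 ESC peaks without a D-EPSC peak, 11925 ESC peaks without an L-EPSC peak and 20462 L-EPSC peaks without a D-EPSC peak. The widest 50% of each list gave 2992, 13662, 2836, 11666, 6239 and 8107 in the order above. The widest 50% against all peaks of the other list gave 1315, 8433, 1188, 6490, 2659 and 3968. The widest 28965 gave 10342, 10692, 9285 and 9564, and 8553 D-EPSC peaks without an L-EPSC peak. Random draws gave 15412, 15595, 14108 and 14269 for the pairs with ESCs. These last settings shorten the lists, which by construction changes the counts.

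The ratios of these numbers, for D-EPSCs to ESCs, L-EPSCs to ESCs and D-EPSCs to L-EPSCs, stayed above 1 throughout. They were 2.66, 2.48 and 1.18 with the reciprocal overlap, 1.03, 1.03 and 1.01 with the widest 28965 peaks, 1.01, 1.01 and 1.005 with random draws, and 6.41, 5.46 and 1.49 for the widest 50% against all peaks. Within 500 bp the first 2 were 5.23 and 4.77, with the widest 50% of each list 4.57 and 4.11, and with the common minimum width 3.52 and 3.17. At equal list length the ratio is close to 1 by construction.

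Regions in ESCs only, both EPSC lists only and all 3 lists numbered 1928, 6383 and 10580 with the widest 50%, and 8415, 4343 and 7853 with random draws. The first 2 were 7204 and 4019 with the widest 28965 peaks.

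Jaccard indices in the order of the pairs were 0.366, 0.404 and 0.490 with the widest 28965 peaks, 0.334, 0.372 and 0.488 with the widest 50%, and 0.279, 0.310 and 0.381 at 400 bp. Intervals from the spread between 1 Mb bins, added after the data had been seen, were 0.348 to 0.356, 0.385 to 0.393 and 0.485 to 0.493. Against these, 2 of the 9 values stayed, both for the EPSC lists, and 7 moved. Folds over random placement were 27.5, 30.9 and 23.5 within 1 Mb and 50.0, 55.3 and 47.2 with the widest 28965 peaks.

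TSS-proximal shares of peaks without a counterpart, in the order of the 6 sets, were 11.1, 21.5, 13.4, 21.5, 12.6 and 16.5% at 2.5 kb and 7.96, 24.0, 10.0, 21.9, 9.83 and 16.6% with the widest 28965 peaks. Their median GC content was 48.8, 52.5, 49.8, 51.5, 49.8 and 51.8% at 400 bp, and 50.6, 54.3, 51.2 and 53.0% for the first 4 with the widest 28965 peaks. With 28965 random peaks the TSS-proximal shares were 32.6, 15.9, 32.7, 15.2, 23.9 and 23.5%, so the order was the opposite of that as deposited, by little for the EPSC lists. The median GC content was then 53.81, 53.85, 53.9, 52.8, 53.3 and 54.4%, with the opposite order only for ESCs and L-EPSCs. Random draws by construction leave shared peaks without their partner, and these are more often TSS-proximal. The median width of peaks in no other list was 252 bp in ESCs, 247 bp in D-EPSCs and 230 bp in L-EPSCs with the reciprocal overlap.

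The depth of each list is unknown, which limits every count of peaks found in a single state. A longer list from deeper sequencing and a longer list from more open chromatin look alike in these files.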

Other observations

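Tests of the width spikes, of the ratio at equal list length, of the minimum width, of the TCF/LEF motif on its own and of chromosome X between the EPSC lists were chosen only after the result was seen. The other tests had their outcomes written down beforehand, but some of their criteria were made stricter after first values had been seen. These were the intervals of the weighted TSS-proximal shares and of the chromosome X ratio, the comparison of narrow ESC peaks with the second spike included, and the adjusted comparison of each motif with its control. The rule for leaving out motif controls was also set afterwards, and the ratio of chromosome 8 and the number of ESC peaks between the spikes, first written down as support for an explanation, were no longer counted as such. Equal numbers of the widest peaks, first counted against list length for the TSS-proximal shares, were no longer counted either.

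Each list had 2 narrow spikes among its peak widths. In ESCs 817 peaks were exactly 128 bp and 2015 exactly 168 bp wide. The spikes lay at 117 and 119 bp in D-EPSCs and at 118 and 121 bp in L-EPSCs, and no list had a peak narrower than its first spike. A peak caller sets a minimum length per run, so a single call on pooled reads would leave a single spike, whereas the lowest number in any list was 2. The 661 ESC peaks strictly between the spikes would be there under any account of them and decide nothing. Peaks per width rose across the second spike, from 14 at 167 bp to 59 at 169 bp in ESCs. In D-EPSCs they rose from 45 at 118 bp to 110 at 120 bp, and in L-EPSCs from 82 at 120 bp to 107 at 122 bp. A union of 2 separate calls with those minimum widths would give such a rise. The rise was seen only afterwards, so whether each list is such a union stays open. No biological explanation was tested.

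If peaks of a single call were less reproducible, narrow ESC peaks would be found less often in the EPSC lists. Of the ESC peaks narrower than the second spike, 74.8% overlapped an EPSC peak (95% interval 72.5 to 76.9), against 81.7% (80.1 to 83.2) of those wider than it by up to 40 bp. Peaks exactly at the second spike were overlapped in 65.9%, and with them included the comparison group fell to 74.4% (73.1 to 75.7). The outcome turned on whether the spike itself was counted, so reproducibility and width cannot be told apart here.

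More D-EPSC than ESC peaks had no counterpart in the other list. Removing all peaks narrower than 168 bp, the widest of the 6 minimum widths, lowered the ratio from 5.00 to 3.52 (95% interval 3.42 to 3.62), which argues against minimum width as the whole cause. From these lists, unequal list length cannot be told apart from a difference between the cells. With the widest 28965 peaks of each list the ratio was 1.03 (1.01 to 1.06), an interval that excludes 1 and so missed the outcome written for list length. The test was void in any case, because lists of equal length force the ratio close to 1 whatever the cause. Read counts per replicate, not used here, would be needed. The study tested such counts after normalisation, and its numbers quoted above have more sites open in D-EPSCs than in ESCs. From these lists alone, a difference in chromatin between the states stays open.

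The TSS-proximal share of D-EPSC peaks without an ESC peak was 15.5%, against 6.03% in the converse set. Weighting the D-EPSC peaks to the GC content of the ESC peaks lowered their share to 7.60% (7.29 to 7.92), still above the ESC interval of 5.43 to 6.70. Most of the gap thus went with GC content. The steps of 5% were about as wide as the distance between the median GC contents, 49.3% and 53.8%. Differences within a step were left in, so GC content as the whole cause cannot be excluded for this pair. For ESCs and L-EPSCs the weighted share was 9.80% (9.46 to 10.1) against 8.63% (7.89 to 9.44), apart by a narrow margin. For L-EPSCs and D-EPSCs it was 7.56% (7.18 to 7.93) against 6.76% (6.33 to 7.21), and the intervals overlapped. Weighting to peak width left 13.9% (13.4 to 14.4) for ESCs and D-EPSCs. For these shares too, unequal list length cannot be told apart from a difference between the cells. With the widest 28965 peaks of each list the D-EPSC share was 24.0% and the ESC share 7.96%, but this cut shortens only the D-EPSC list and keeps its widest peaks. With 28965 random peaks the order was the opposite, at 15.9% and 32.6%, but such a draw by construction leaves shared ESC peaks without their partner. GC-rich sequence and promoters largely coincide, so the weighting removes real promoter signal together with any GC bias of the libraries. Among its differentially open sites, the study reported stronger enrichment around starts in EPSCs compared with ESCs. From these lists, a difference between the cell states in the use of promoters stays open and was not tested against replicates.

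Chromosome 8 carried more peaks than its sequence gives. The ratio of observed to expected peaks was 1.501 in ESCs, 1.43 in D-EPSCs and 1.49 in L-EPSCs, while the other 18 autosomes lay between 0.867 and 1.15 in ESCs, which argues against gene density and GC content. All 14 of its 10 Mb segments were above the expected number in ESCs, which argues against a local cluster. An extra copy of chromosome 8 in the cells would give such an excess, but the lowest ratio over the lists, 1.43, restates the observation and is no test of it. An extra copy cannot be told apart here from other properties of the whole chromosome, since read depth per chromosome was not used here.

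Chromosome X had a lower share of L-EPSC than of ESC or D-EPSC peaks. Against GC content and start sites the ratio of L-EPSCs to ESCs was 0.900 (95% interval 0.805 to 1.01). This was below the lowest of the 19 autosomes, 0.940. The interval included no difference between the lists, so a shift in sequence content cannot be excluded for this pair. The ratio of L-EPSCs to D-EPSCs was 0.816 (0.739 to 0.901), and the lowest of the 19 autosomes was 0.936, which argues against sequence content as the whole cause for the EPSC lists. That of D-EPSCs to ESCs was 1.103 (0.991 to 1.23), above the highest of the autosomes, 1.060, with an interval that included no difference. No other cause was tested, and a difference between the cell states stays open.

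Motif content differed between the sides of a pair for several motifs. The intervals were apart in 6 of 15 comparisons of a motif and a pair. The Zfp281 consensus CCCCTCCCCC was in 2.54% of ESC peaks without a D-EPSC peak and in 5.17% of D-EPSC peaks without an ESC peak. Its reversed form is nearly the same sequence, so the control was void in the 3 comparisons of this motif, and base composition was not tested for it. The reversed NRF1 and OCT4-SOX2 motifs had no hit on either side in 6 further comparisons, which could not stand apart from such controls. One of these was NRF1 for ESCs and L-EPSCs, with intervals apart at 0.0399% and 0.262%. Of the 6 comparisons with a usable control, 1 stood apart from it after adjustment for all 15, and 4 of the other 5 showed no difference in the motif beyond the intervals. The remaining 1 was TCF/LEF for ESCs and D-EPSCs, for which motif and base composition cannot be told apart. The 4 were TCF/LEF for L-EPSCs and D-EPSCs, and the retinoic acid receptor (RAR-RXR) consensus in each pair. RAR-RXR was in 0.423% of L-EPSC peaks without a D-EPSC peak and in 0.309% of the converse set. Its hits numbered only 12 to 87 per set, so a difference could be missed. The study, using a matrix, reported RAR-RXR motifs enriched in L-EPSCs. The TCF/LEF consensus CTTTGAT was in 8.55% of ESC peaks without an L-EPSC peak and in 4.76% of the converse set. Its ratio was 1.34 times that of the control (adjusted interval 1.01 to 1.78), which argues against base composition as the whole cause by a narrow margin. For ESCs and D-EPSCs this quantity was 1.12 (0.858 to 1.46). A difference in TCF/LEF sites between ESCs and L-EPSCs is a hypothesis that these lists leave open.

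The numbers of peaks without a counterpart here were 5388 and 26945 for ESCs and D-EPSCs, 5015 and 22860 for ESCs and L-EPSCs, and 12299 and 16181 for L-EPSCs and D-EPSCs. Each is higher than the value quoted from the study above, which counted sites by a test on reads and not by the presence of a peak.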
